A study of Mus musculus with 38 samples. Its data were reported in "The pioneer factor SOX9 competes for epigenetic factors to switch stem cell fates" (2023).

How the data were processed

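MINT-ChIP data of 38 samples in 16 groups were considered, covering H3K4me1, H3K27ac and total H3 in sorted EpdSCs at 5 time points and H3K4me1 in cultured EpdSCs with 3 variants of SOX9. Groups, time points and nuclease digests were taken from the sample labels. As the study describes it, the authors split the reads by barcode, trimmed adapters with Skewer, aligned to GRCm38/mm10 with Bowtie2, removed duplicates with Picard and merged replicates with Samtools. H3K27ac peaks were then called with MACS2 and broad H3K4me1 domains with epic2, on the merged reads, so that each mark and time point has 1 pooled list. Settings and controls of the callers were not stated. The study names epic2 for H3K4me1 without separating skin from culture. The culture lists have the layout of broad peaks from MACS2, so that how they were called is unclear. Which list belongs to which culture condition was read from the list names.

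For H3K4me1 in skin the deposited lists give a p-value per domain, and the largest p-value was between 0.0458 and 0.0496. For H3K27ac and for culture the deposited lists give a whole-number score, a fold enrichment (a linear ratio to the local background) and the −log10 of p and q for each interval. The largest q-value in these deposited lists was 0.0498 for H3K27ac and 0.0982 for culture. H3K4me1 domains of skin were therefore ranked by p-value, which was given as 0 for 9687 domains at D0, 2077 at W1, 1477 at W2, 4673 at W6 and 1288 at W12. These tied domains were ordered by width. All other lists were ranked by the authors' score, with ties ordered by width and then by position. Ranks were taken within a list. They were set against each other between lists, as a percentage of list length, only to match D0-only to W1-only intervals, and an equal rank there is not an equal strength. A further 14 files, which hold barcodes and no measurement, were not used here, and neither was total H3.

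Intervals on 21 chromosomes were used and those on the mitochondrial genome were set aside. No interval ran past the end of a chromosome of GRCm38. Positions in the text count from 1, with both ends included. Overlap meant at least 1 bp. An interval was called gained when the reference list had no overlapping interval, and lost when it was in the reference list and the other list had none. The Jaccard index was taken over covered bases. Constant intervals were those of the D0 list (in culture, of the list without DOX) that overlapped an interval in every other list of the mark. An H3K27ac peak was first called at a time point when no earlier list overlapped it. Distances were measured to 77201 start sites of 55413 genes in the basic set of GENCODE M21, and distal meant over 2500 bp. Shares carry exact 95% Clopper-Pearson intervals, which cover counting error only.

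Losses shared between variants were set beside 1000 seeded draws within 10 groups of score and 5 groups of width of the domains without DOX. The procedure was tested on simulated data: independent losses that depended on score gave a ratio of observed to drawn numbers of 1.01 with strata and 1.34 without, and of 2000 planted shared losses 1339 appeared as excess over the draws. In this simulation the draws were thus conservative when losses were shared, since the planted losses also raised the drawn numbers. The simulated losses did not depend on width, so the test does not show that the width groups remove sharing due to width. Overlap, Jaccard and distance functions were tested on simulated lists.

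Depth was recovered from the H3K27ac lists. Where the local background is at its genome-wide level, the fold enrichment equals the pileup plus 1 over the background plus 1, so that folds fall on evenly spaced steps. Between 82.0% and 95.9% of the peaks of a list lay on such steps within 0.002 of a whole pileup, and at least 99.98% of those also had the −log10 p of a Poisson distribution within 0.05. A shallow list can miss weak intervals, so that gains and losses between lists of unequal depth can include intervals near the calling threshold.

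Named loci were fixed by a rule before the data were examined, as were the tests and all alternatives except those said to be chosen after seeing the data. The rule took *Runx1*, *Gata3*, *Krt5*, *Ctnnb1*, *Trp63*, *Vim* and *Sox9*, each with 10 kb on both sides. It also took the 5 top-ranked W2 intervals per mark that D0 lacked and W6 and W12 had, and the 5 top-ranked D0 intervals that all later lists lacked. In culture it took the 5 top-ranked domains gained with WT SOX9 and the 5 lost with both WT and ΔHMG-SOX9. Where a list gives no score the rule named width, and p-values were used in its place for H3K4me1 of skin because they rank domains by evidence, a choice made after the lists had been opened.

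The alternatives were an overlap of 50% of the shorter interval, intervals above the median score of their list, lists of equal length, joining of intervals less than 1000 bp apart, leaving out chromosomes X and Y, distal limits of 1000 bp and 10000 bp, other strata, only domains shared by every time point, and flanks of 50 kb. One more, chosen after seeing the data, counted intervals above the median score against the other list in full.

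Consensus motifs (SOX WWCAAWG, AP1 TGASTCA, GATA WGATAAR and RUNX TGTGGTT, in standard ambiguity codes) were counted per kb on both strands in the GRCm38 sequence of the intervals. The ratio of densities between 2 sets was placed among the ratios of all single 7-base words of the same GC content, as a percentile. Intervals near stop codons were counted over 21709 other protein-coding genes. Analyses were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.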

Results

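Histone marks were profiled in mouse epidermal stem cells (EpdSCs) before and after the transcription factor SOX9, which is normally restricted to hair follicle stem cells, was switched on. The skin samples came from *Krt14-rtTA;TRE-Sox9* animals, in which doxycycline (DOX) induces MYC-tagged SOX9 in the epithelium. Cells were sorted from back skin at D0, that is without induction, and at W1, W2, W6 and W12 (1, 2, 6 and 12 weeks of DOX), the W12 cells from skin grafted onto immunocompromised hosts. MINT-ChIP, a chromatin immunoprecipitation in which barcoded chromatin of several samples is pooled before antibodies are added, was applied to H3K4me1, a mark of primed and active enhancers, to H3K27ac, a mark of active enhancers and promoters, and to total histone H3. Of the 38 samples, 12 were H3K4me1, 12 were H3K27ac and 12 were total H3 of skin, and 2 were H3K4me1 libraries of cultured EpdSCs. Each group of samples held equal numbers of high and low micrococcal nuclease digests. The W12 libraries also carried replicate 1 of W2, told apart by barcode. The cultured cells expressed wild-type (WT) SOX9, ΔHMG-SOX9, which lacks the DNA-binding HMG domain, or ΔTA-SOX9, which lacks the C-terminal transactivation domain.

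The measurements analysed were 14 lists of called intervals, 1 list for each mark and time point in skin and 4 in culture (WT without DOX, and WT, ΔHMG and ΔTA with DOX). Every list pooled the replicates of its group. No spread between replicates could therefore be had, no p-value was computed for any difference between lists, and the 95% confidence intervals (exact, Clopper-Pearson) of shares cover counting error only. Scores and fold enrichments per interval were the authors' own and were used only to describe or rank intervals within a list. Total H3 was not analysed here.

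The H3K4me1 lists of skin held 87287 domains at D0, 69439 at W1, 73415 at W2, 79556 at W6 and 74316 at W12. They covered 310 Mb, 264 Mb, 295 Mb, 273 Mb and 269.8 Mb of the GRCm38 genome in the same order, or between 9.67% and 11.4% of it. The H3K27ac lists held 30268, 32544, 29081, 30516 and 33985 peaks at D0, W1, W2, W6 and W12 and covered between 23.1 Mb (W12) and 32.1 Mb (W2). Median H3K27ac peak width was 635 bp at D0, 642 bp at W1, 821 bp at W2, 715 bp at W6 and 476 bp at W12. In culture, 110589 domains were called without DOX, 116042 with WT SOX9, 116326 with ΔHMG-SOX9 and 123338 with ΔTA-SOX9.

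Read totals per library were not used here, and depth was judged from the H3K27ac lists themselves. The genome-wide background pileup behind the fold enrichments, which rises with the number of reads, was 0.501 at D0, 0.299 at W1, 0.425 at W2, 0.677 at W6 and 0.412 at W12. W1 was thus the shallowest H3K27ac list and W6 the deepest, and the smallest pileup called as a peak was 3 at W1 and 5 at W6. For H3K4me1 the depth is unknown, so that an H3K4me1 domain missing from a list was not detectable at that list's depth rather than shown to be absent. The evidence per domain was unequal, with a median −log10 p of 49.6 at D0, 30.4 at W1, 24.8 at W2, 34.4 at W6 and 25.4 at W12. Losses of H3K4me1 against D0 can therefore include domains that the weaker later lists missed.

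To ask how far the 2 marks changed after induction, each later list was compared with D0 by overlap of at least 1 bp. At W1, 4138 H3K4me1 domains had no counterpart at D0, 5.96% of the W1 list (95% confidence interval 5.78 to 6.14%). In the other direction, 24304 of the D0 domains had no counterpart at W1, 27.8% of the D0 list (27.5 to 28.1%). Gains rose to 14670 domains at W2, or 19.98% of that list (19.7 to 20.3%), and numbered 13565 at W6 and 11618 at W12. Losses against D0 were 28247 domains at W2, 23221 at W6 and 27265 at W12. Among the later lists losses were most at W2 and fewest at W6, the lists of lowest and highest median −log10 p. Losses outnumbered gains at every time point, with ratios of 5.87 at W1, 1.93 at W2, 1.71 at W6 and 2.35 at W12. Counting only domains above the median score of their list against the other list in full, an alternative chosen after seeing the data, moved these counts most and left 522 gains and 1802 losses at W1. The D0 list was the longest. When all H3K4me1 lists of skin were shortened to the 69439 top-ranked domains, the length of the W1 list, the ratio of losses to gains at W1 came to 1.37 and at W2 to 1.05. Equal lengths bring gains and losses near balance by construction, so these ratios say little about direction.

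H3K27ac peaks turned over more evenly. Gains numbered 13445 peaks at W1, 41.3% of that list (40.8 to 41.9%), and 11647 at W2, 12132 at W6 and 19115 at W12. Losses were 11333 peaks at W1, 37.4% of the D0 list (36.9 to 38.0%), 11673 at W2, 11450 at W6 and 16259 at W12. The ratio of losses to gains was 0.843 at W1, 1.002 at W2, 0.944 at W6 and 0.851 at W12, and at W1, W2 and W6 the side of 1 on which it lay depended on the processing. With only peaks above the median score of each list the ratio at W1 was 1.43, and with peaks less than 1000 bp apart joined it was 1.02 at W6. Counting peaks above the median score against the other list in full, the alternative chosen after seeing the data, gave 0.898 at W2. At W12 gains exceeded losses under every setting (0.735 to 0.857) except lists of equal length (1.06), which bring the counts near balance by construction. Which of gains and losses was larger for H3K27ac was thus not settled at W1, W2 and W6.

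**Figure D1:**
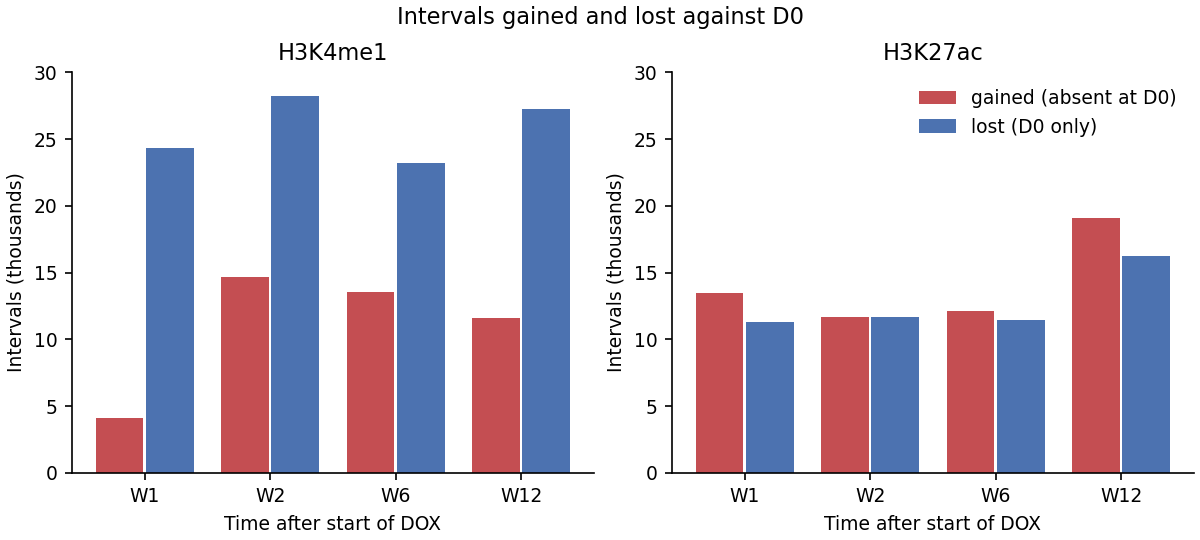
Number of intervals (the axis counts them in units of 1000) absent at D0 and called later (red) or called at D0 and absent later (blue), for H3K4me1 (left) and H3K27ac (right) at W1, W2, W6 and W12. H3K4me1 losses exceeded gains at each time point, most at W1 (24304 against 4138), whereas H3K27ac gains and losses differed less (13445 against 11333 at W1).

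Which time points resembled each other was asked without a reference list, by the Jaccard index, the bases covered in both lists over the bases covered in either. For H3K4me1 the index ran from 0.541 (D0 and W2) to 0.651 (D0 and W1). D0 and W1 were the closest pair, followed by W6 and W12 at 0.646 and W1 and W6 at 0.623. Above the median score of each list the order of the first 2 pairs switched, with W6 and W12 at 0.617 and D0 and W1 at 0.614. The H3K27ac lists were less alike. Indices without W12 ran from 0.398 (D0 and W2) to 0.479 (W2 and W6), and the W12 list gave indices of only 0.258 with W1, 0.278 with W2, 0.280 with D0 and 0.294 with W6. Keeping intervals above the median score of each list moved the indices most, raising that of H3K27ac at D0 and W12 to 0.345, still below the 0.437 of D0 and W2 under the same setting.

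**Figure D2:**
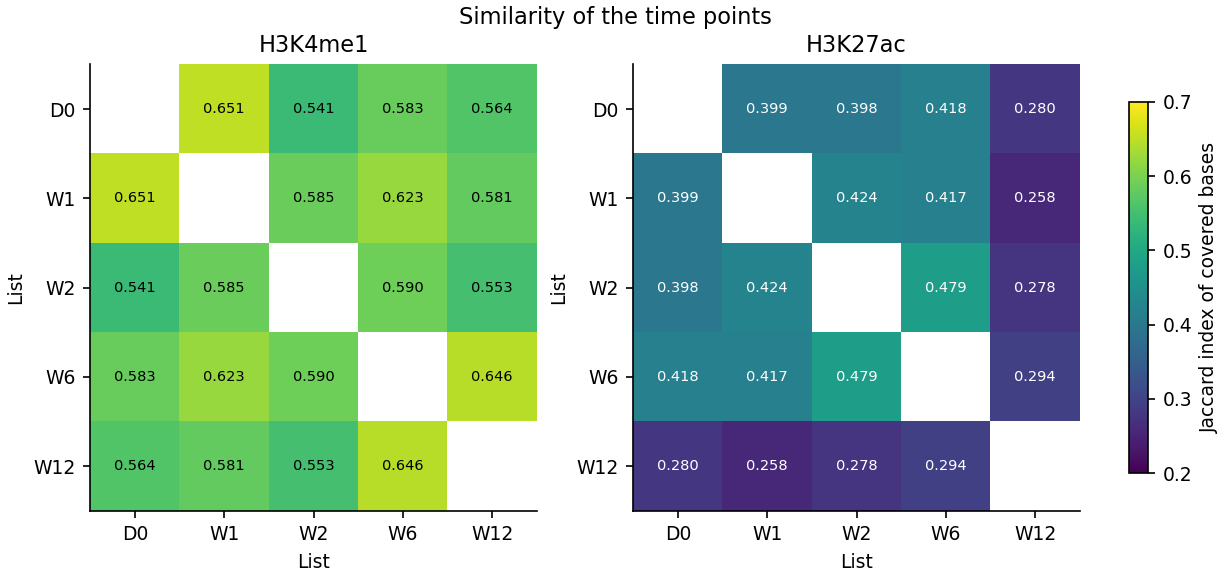
Jaccard index of covered bases (colour, and value in each cell) between every pair of time points for H3K4me1 (left) and H3K27ac (right). The W12 H3K27ac list has the 4 lowest indices, from 0.258 to 0.294.

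Whether changes at W1 lasted was asked by following the W1-only intervals into the later lists. D0-only intervals, called at D0 and not at W1, served as background. Uncertain calls alone would give both kinds a similar chance of being found again only in lists of equal depth. The W1 list of H3K27ac was the shallowest, so that D0-only peaks of this mark can include lasting weak peaks missed at W1, and equal shares are then not the value for no change. For H3K4me1 the depths are unknown. Of the 4138 W1-only H3K4me1 domains, 66.2% (64.8 to 67.7%) were found at W2, against 25.7% (25.2 to 26.3%) of the 24304 D0-only domains. The shares were 68.0% against 33.7% at W6 and 51.4% against 30.5% at W12. The difference of 20.9 percentage points at W12 moved most with the processing and came to 8.78 among domains above the median score of each list.

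For H3K27ac the same comparison gave smaller differences. At W2, 36.2% (35.4 to 37.0%) of the 13445 W1-only peaks were found, against 26.8% (26.0 to 27.6%) of the 11333 D0-only peaks. At W6 the shares were 31.4% (30.6 to 32.2%) and 30.04% (29.2 to 30.9%), with overlapping intervals. The difference itself was 1.40 points (0.243 to 2.55, counting error only). It turned to -5.00 among peaks above the median score of each list. It was -2.34 when D0-only peaks were matched to W1-only peaks in width and in rank within their lists. At W12, W1-only peaks were found less often than D0-only peaks, 17.6% against 20.4%.

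**Figure D3:**
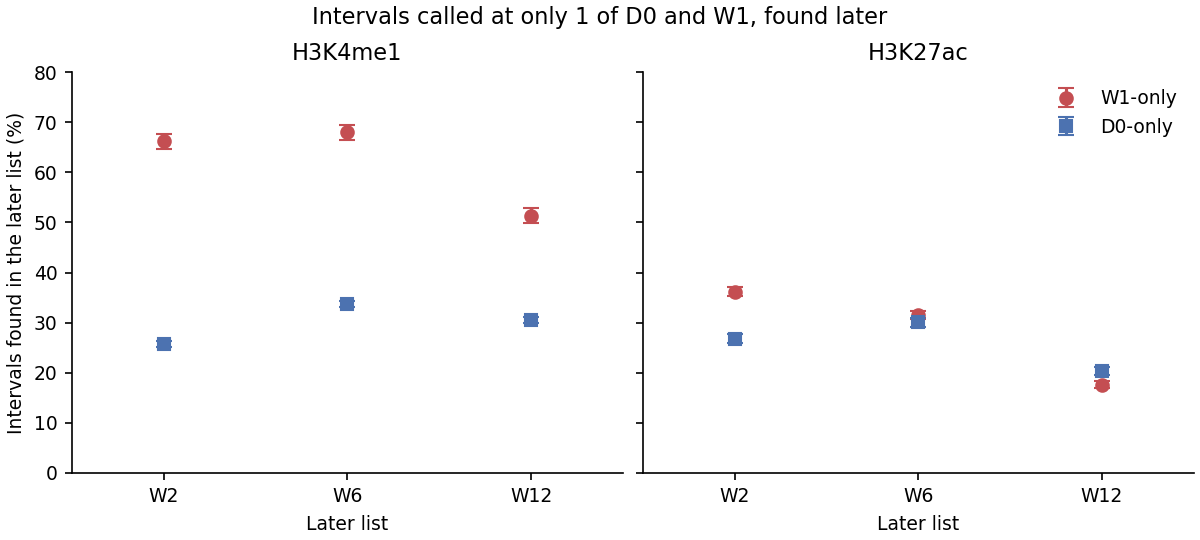
Percentage of W1-only (red circles) and D0-only (blue squares) intervals found again at W2, W6 and W12, for H3K4me1 (left) and H3K27ac (right), with 95% confidence intervals for counting error as bars. W1-only H3K4me1 domains lie above D0-only domains at all 3 later time points (66.2% against 25.7% at W2), whereas the H3K27ac shares nearly meet at W6 (31.4% against 30.04%).

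The study describes H3K4me1 rising ahead of H3K27ac at the enhancers that SOX9 targets. SOX9 binding was not analysed here, so all H3K27ac peaks, a set unlike those enhancers, were sorted by the first list that called them and placed on the H3K4me1 domains of each time point. Of the 7413 peaks first called at W2, 85.9% (85.1 to 86.7%) lay in an H3K4me1 domain at D0, 90.3% (89.6 to 91.0%) at W1 and 94.1% (93.6 to 94.7%) at W2. Peaks called at every time point (10367 peaks) lay in a domain in 96.8% of cases at D0 and in 95.2% at W1, and peaks called only at D0 (6067 peaks) in 93.0% at D0, 88.6% at W1 and 80.3% at W2. Most peaks first called at W2 thus lay in H3K4me1 domains that were called before induction: 83.4% had a domain at both D0 and W1, 7.26% at neither and 2.46% at D0 only. A domain at W1 and not at D0 was found for 507 of these peaks, or 6.84% (6.28 to 7.44%). That share was 3.59% (3.28 to 3.92%) for the 13445 peaks first called at W1, 5.09% (4.52 to 5.70%) for those first called at W6, 3.86% (3.55 to 4.195%) for those first called at W12, 1.24% (1.04 to 1.48%) for peaks called at every time point and 0.610% (0.430 to 0.840%) for peaks called only at D0.

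Peaks first called at W6 (5542 peaks) lay in a domain in 86.4% of cases at D0, 87.0% at W1 and 94.98% at W6, with a smaller rise from D0 to W1 than those of W2. Above the median score of each list their share was 79.4% at D0 and fell to 73.1% at W1, whereas that of W2-first peaks rose from 82.1% to 86.0%. Peaks first called at W12 (13856 peaks) differed: 43.6% lay in a domain at D0, 40.1% at W1 and 47.5% at W12. Requiring an overlap of 50% of the shorter interval moved this family most, lowering the share of constant peaks in W12 domains from 94.1% to 72.4% and their share in W1 domains to 78.4%, below the 90.1% of peaks first called at W2. With lists of equal length the share of W2-first peaks rose from 82.1% at D0 to 90.6% at W1. That of W6-first peaks also rose under this setting, from 83.3% to 88.7%, so the fall above the median score depended on the processing.

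H3K4me1 domain width was compared because the study asks whether domains widen after induction. The median width over all domains was 2400 bp at D0, 2600 bp at W1, 2800 bp at W2, 2400 bp at W6 and 2600 bp at W12, in steps of the 200 bp bins in which domains were called. A fixed set of 46551 D0 domains was called at every time point. The domains lying over them had a median width of 3600 bp at D0, W1, W6 and W12 and of 4000 bp at W2. At W2, 49.2% (48.7 to 49.6%) of these domains were wider than at D0 and 44.4% narrower. At W1, W6 and W12 more were narrower than wider (50.1% against 41.0%, 49.3% against 42.6%, and 51.6% against 41.5%). Restricting each list to domains above its median score moved widths most, to 5600 bp at D0 and 5800 bp at W2 over the fixed set. When each time point was represented by its own domains that all 5 lists shared, the median was 3600 bp at both D0 and W2, so that no widening was seen under that setting. The widening that the study describes concerned SOX9-bound regions whose chromatin opened. Neither binding nor accessibility was analysed here, and the widths above do not address that set.

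Changing intervals lay away from annotated transcription start sites. Among H3K4me1 domains called at every time point, 58.6% (58.1 to 59.0%) were over 2500 bp from the nearest start site, against 88.2% (87.6 to 88.7%) of domains gained at W2 and 84.3% (83.8 to 84.7%) of those lost at W2. For H3K27ac the shares were 34.0% (33.1 to 34.9%) of constant peaks, 77.9% (77.2 to 78.7%) of peaks gained at W2 and 77.0% (76.2 to 77.7%) of those lost. The closeness of gained and lost peaks at W2 depended on the processing, with 71.6% and 56.2% above the median score of each list. Gained and lost H3K27ac peaks differed most at W12, where 83.5% of gained and 69.1% of lost peaks were distal. At W6 the order was reversed, with 72.7% of gained and 81.7% of lost peaks. Raising the limit to 10000 bp moved these shares most, for example from 81.7% to 54.1% of H3K27ac peaks lost at W6, and left constant peaks lowest at 21.05%.

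At 7 loci that the study's text names, the share of the gene body with 10 kb on both sides that each list covered was computed. *Runx1* (ENSMUSG00000022952, chromosome 16, 92601466 to 92826149, minus strand) was covered by H3K4me1 over 40.1% at D0, 44.2% at W1, 52.2% at W2, 51.4% at W6 and 54.4% at W12. H3K27ac coverage of *Runx1* rose from 2.37% at D0 to 6.93% at W1 and 10.3% at W2, and was 9.10% at W6 and 7.31% at W12. At *Gata3* (ENSMUSG00000015619, chromosome 2, 9857078 to 9890034, minus strand) H3K4me1 covered 67.2% at D0 and between 54.8% and 57.8% later, and H3K27ac covered 40.3% at D0, 42.8% at W1, 36.0% at W2, 37.8% at W6 and 28.7% at W12. *Trp63* (ENSMUSG00000022510, chromosome 16, 25683763 to 25892102, plus strand) had H3K4me1 over 62.5% at D0 and 58.5% at W2, while H3K27ac covered 7.95% at D0, 8.71% at W1, 15.2% at W2, 8.78% at W6 and 8.34% at W12. With 50 kb on both sides, the alternative tried, the values for *Krt5* moved most, from 89.9% to 45.2% for H3K4me1 at W1.

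At *Krt5* (ENSMUSG00000061527, chromosome 15, 101707070 to 101712898, minus strand) H3K4me1 coverage was 89.2% at D0, 89.9% at W1 and 96.9% at W2, W6 and W12. The difference between D0 and W1 changed its direction with the wider flank, where W1 lay below D0 (48.9%). *Ctnnb1* (ENSMUSG00000006932, chromosome 9, 120929216 to 120960507, plus strand) had H3K4me1 over 67.4% at D0, 63.5% at W1 and 74.3% at W2. *Vim* (ENSMUSG00000026728, chromosome 2, 13573927 to 13582826, plus strand) had no H3K27ac peak at D0, W1, W2 or W6 and 1 peak at W12. At *Sox9* itself (ENSMUSG00000000567, chromosome 11, 112782224 to 112787760, plus strand) H3K4me1 covered 36.0% at D0, 22.7% at W1, 57.1% at W2, 40.6% at W6 and 46.9% at W12. H3K27ac intervals of D0, W1, W2 and W6 ended within 10 bp of the last base of the stop codon, 112785510. So did culture intervals of WT without DOX and ΔHMG-SOX9. The H3K4me1 domains of skin, called in bins of 200 bp, ran past that base at every time point. At W1 the domain ended at 112785600, the end of the bin that holds the stop codon, and so does not contrast with the H3K27ac ends.

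**Figure D4:**
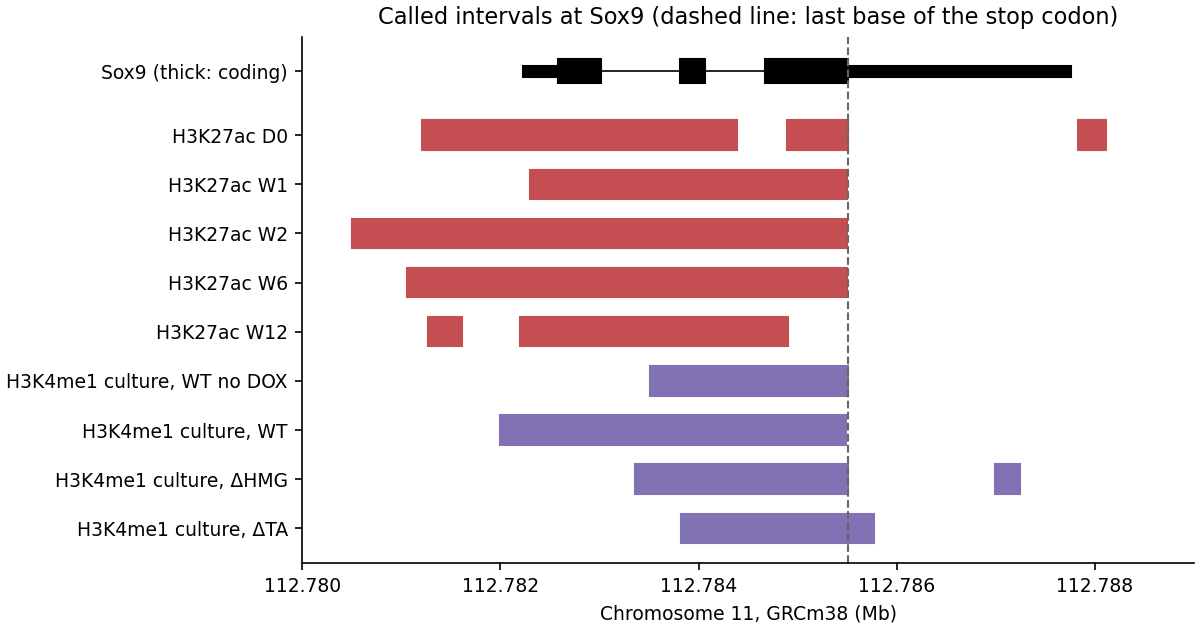
Called H3K27ac peaks of skin (red) and H3K4me1 domains of cultured cells (purple) over the *Sox9* gene on chromosome 11 of GRCm38 (position in Mb; black boxes are exons, thick where coding). In 6 of the 9 lists an interval ends within 10 bp of the last base of the stop codon (dashed line), and the ΔTA-SOX9 interval ends 257 bp beyond it.

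The top-ranked gained intervals that persisted were largely intronic or intergenic. Of 1768 H3K27ac peaks that D0 lacked and that W2, W6 and W12 shared, the strongest at W2 lay in an intron of *Spidr* (chromosome 16, 15983288 to 15986019, fold enrichment 30.9). An intronic peak of *Fhit* followed (chromosome 14, 9765418 to 9767139, 24.6), and then an intergenic peak 12087 bp from the nearest start site, that of *Rpf1* (chromosome 3, 146533516 to 146536651, 23.2). The remaining 2 of the 5 lay 1749 bp from the start of *Tm4sf1* (chromosome 3, 57303737 to 57305680, 21.8) and 20992 bp from that of 9130214F15Rik (chromosome 8, 24479724 to 24485438, 21.1). Among 3669 H3K4me1 domains with the same history, the smallest p-values at W2 belonged to intergenic domains on chromosome 1 (43589801 to 43600600) and chromosome 12 (9850401 to 9859200). A domain touching an exon of *Nol4l* (chromosome 2, 153420601 to 153432000), an intronic domain of *Fhit* (chromosome 14, 9958401 to 9966600) and a domain of 29400 bp touching an exon of *Spata16* (chromosome 3, 26908801 to 26938200) followed.

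Of the 6067 H3K27ac peaks called at D0 and in no later list, the strongest touched an exon of *Bmp3* and covered its start site (chromosome 5, 98854127 to 98856713, fold enrichment 18.0). The next lay 48409 bp from the start of *Pla2g2c* (chromosome 4, 138675331 to 138676383, 15.3) and in introns of *Galnt1* (chromosome 18, 24206251 to 24206806, 14.7), *Tex2* (chromosome 11, 106584087 to 106584782, 13.3) and *Dgki* (chromosome 6, 37276861 to 37277579, 12.7). Of the 11945 H3K4me1 domains lost in the same way, the first by rank was an intronic domain of *Gria2* (chromosome 3, 80779401 to 80782400). It was followed by a domain touching an exon of *Brd9* (chromosome 13, 73952601 to 73956400), an intronic domain of *Tsc22d3* (chromosome X, 140580401 to 140587200) and domains touching exons of *Anxa3* (chromosome 5, 96807601 to 96811600) and *Ercc6l2* (chromosome 13, 63830601 to 63834800).

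The cultured cells addressed which parts of SOX9 are needed for the change in H3K4me1. WT cells without DOX were the only list without induction, so that differences between the transduced lines could not be separated from effects of ΔHMG-SOX9 and ΔTA-SOX9. With WT SOX9, 33788 domains were gained, 29.1% (28.9 to 29.4%) of the list, and 27731 were lost, 25.1% (24.8 to 25.3%) of the list without DOX. Gains and losses were 22462 and 17274 domains with ΔHMG-SOX9, and 31867 and 19356 with ΔTA-SOX9. Counting only domains above the median score against the other list in full moved the counts most, for example from 31867 to 6923 gains with ΔTA-SOX9. Gains exceeded losses with each variant in every setting, except for ΔHMG-SOX9 with lists of equal length (ratio of losses to gains 1.02), which bring the counts near balance by construction. The Jaccard index with the list without DOX was 0.467 for WT, 0.526 for ΔTA and 0.587 for ΔHMG. Among the DOX lists the closest pair was ΔHMG and ΔTA at 0.556, and WT gave 0.450 with ΔHMG and 0.406 with ΔTA.

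Whether the variants removed the same domains was asked of the list without DOX. Because all comparisons share that list, weakly called domains are lost with several variants by chance. Observed numbers were therefore set beside 1000 random draws that kept each variant's number of losses within 50 strata of score and width. WT and ΔHMG-SOX9 shared 10732 losses, against a mean of 8562 in the draws (95% of draws between 8461 and 8665), a ratio of 1.25. WT and ΔTA-SOX9 shared 10593 losses against 9092 (8987 to 9194), a ratio of 1.17. ΔHMG-SOX9 and ΔTA-SOX9 shared 10233 losses against 6472 (6379 to 6567), a ratio of 1.58. All draws lay below the observed number in each pair, which describes the excess and is no p-value. Leaving out the strata moved the ratios most, to 3.38 for ΔHMG-SOX9 and ΔTA-SOX9.

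Domains gained in culture were then placed on the H3K4me1 gains of skin (W1 or W2 against D0). Of 71006 culture domains found in all 4 lists, 4.36% (4.21 to 4.51%) overlapped a skin gain. The share was 11.2% (10.9 to 11.6%) for domains gained with WT SOX9, 4.98% (4.70 to 5.27%) with ΔHMG-SOX9 and 4.95% (4.71 to 5.19%) with ΔTA-SOX9. Domains lost with WT SOX9 overlapped a skin gain in 3.76% (3.54 to 3.995%) of cases. Lists of equal length moved the share of constant domains most, to 7.66%, with 14.2% for WT gains. Under that setting the ΔHMG-SOX9 and ΔTA-SOX9 gains (7.16% and 6.74%) fell below the constant domains, as they also did above the median score (4.59% and 4.40% against 5.85%), so that the small excess of these variants over constant domains was not stable.

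**Figure D5:**
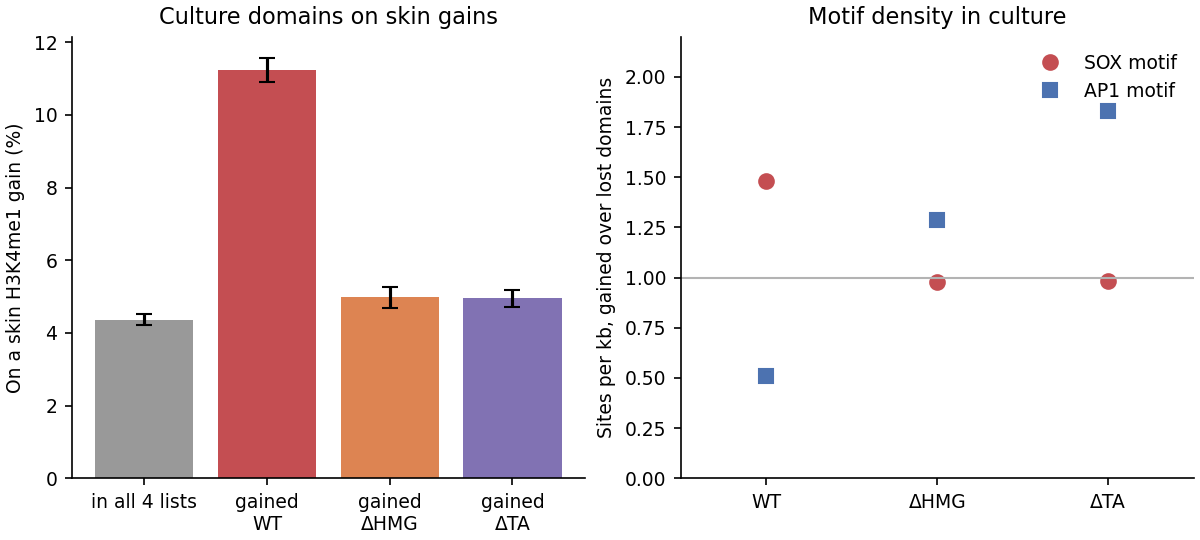
Left, percentage of culture H3K4me1 domains that overlap a domain gained in skin at W1 or W2, for domains in all 4 culture lists and domains gained with each variant (bars are shares, with 95% confidence intervals for counting error). Right, density of SOX (red circles) and AP1 (blue squares) consensus sites in gained domains over that in lost domains; WT SOX9 has the highest SOX ratio (1.48) and the lowest AP1 ratio (0.511).

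The strongest domains gained with WT SOX9 were narrow and lay away from start sites. The top of the 33788 was an intronic domain of *Exoc4* (chromosome 6, 33419176 to 33419544, fold enrichment 7.15). It was followed in order by intergenic domains on chromosome 18 (17182994 to 17183406, 10.3) and chromosome 2 (138184826 to 138185373, 9.63), an intronic domain of *Adgrl3* (chromosome 5, 81034106 to 81034494, 8.83) and an intergenic domain on chromosome 15 (56103001 to 56103497, 10.6). Of the 10732 domains lost with both WT and ΔHMG-SOX9, the strongest touched an exon of *Zfp212* and its start site (chromosome 6, 47920293 to 47920572, 6.997). The others were intronic domains of *Csnk1a1* (chromosome 18, 61565807 to 61566067, 4.22), 4930455D15Rik (chromosome 18, 32718993 to 32719387, 7.23) and *Wls* (chromosome 3, 159905463 to 159905929, 7.72) and an intergenic domain on chromosome 4 (93925653 to 93925938, 8.73).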

Values the study reported

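For ATAC-seq peaks of cultured cells, a measure of open chromatin and not of H3K4me1, the study reported that 64% of the peaks that closed with ΔHMG-SOX9 also closed with wild-type SOX9. It put the number of ATAC-seq peaks closing with ΔHMG-SOX9 at nearly 10,000 and of those opening at more than 8,000. ΔTA-SOX9 was bound at 1,207 already accessible peaks, and no H3K4me1 gain was reported there. SOX9 binding accounted for 3% of the ATAC-seq peaks that closed over the time course in skin.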

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

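The test in this part was chosen only after the result was seen. Intervals on the mitochondrial genome were left out of every comparison, and in 7 lists they covered more bases than in the list without induction. H3K27ac intervals covered 11849 bp at W1, 12214 bp at W2 and 12283 bp at W6, against 11830 bp at D0. H3K4me1 domains covered 11400 bp at W1 and 9200 bp at W6, against 9000 bp at D0. In culture the coverage was 4839 bp with WT SOX9 and 6235 bp with ΔTA-SOX9, against 2960 bp without DOX. Other induced lists lay below their controls: H3K4me1 at W2 (6600 bp) and W12 (no interval), H3K27ac at W12 (8478 bp) and ΔHMG-SOX9 in culture (2166 bp).

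Mitochondrial DNA carries no histones, so the candidate explanation considered was technical, namely reads from this DNA kept despite the antibody. Intervals were called in 13 of the 14 lists, including all 3 lists without induction, the exception being H3K4me1 at W12. That count restates the pattern and does not address why some lists covered more than their control, so the explanation could not be tested by it and stays open. For H3K27ac the highest fold enrichment was 32.4 at D0, 33.9 at W1, 28.3 at W2, 26.2 at W6 and 9.73 at W12, so that W2 and W6 covered more bases than D0 at a lower fold. In culture it was 4.45 without DOX, 5.73 with WT SOX9, 5.02 with ΔHMG-SOX9 and 4.44 with ΔTA-SOX9. A difference in depth between lists was not tested as the cause. Reads shared with nuclear copies of mitochondrial sequence were not tested. A change in mitochondrial content after induction stays open as well: it was not tested, and nothing in these lists separates it from differences between libraries.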

How the results depend on the processing

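Of the tests in this part, only the count of intervals above the median score against the other list in full was chosen after the data were seen. Leaving out each replicate in turn could not be run, because every list pools its replicates. No paired analysis was possible because the lists pool the replicates. Depth can affect all counts of gains and losses, since a shallow list can miss weak intervals. The length of the H3K27ac lists did not follow depth: the shallowest, W1, held 32544 peaks and the deepest, W6, 30516. For changes given below the cause was not tested unless a cause is named.

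H3K4me1 losses exceeded gains at all 4 time points under all 6 alternatives tried on these counts. None of these alternatives equalised the depth of the lists, so they do not exclude stronger calling at D0 as the cause. With lists of equal length, which removes the low-ranked part of the longer D0 list by construction, W1 had 8814 gains and 12088 losses, and losses were 18243 at W2 and 17648 at W12. Lists of equal length also bring gains and losses near balance by construction, since about as many intervals are matched in both directions. With intervals above the median score of each list, where both lists are reduced to fewer intervals by construction, H3K4me1 losses were 13291 at W1, 14517 at W2, 12598 at W6 and 14742 at W12, and gains 7284 at W2, 8062 at W6 and 6715 at W12. Under the same setting H3K27ac gains were 3484, 3992, 4637 and 7028 and losses 4982, 4563, 3764 and 5512 at W1, W2, W6 and W12. In culture WT SOX9 had 20893 gains and 18168 losses and ΔTA-SOX9 20703 gains.

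Counting intervals above the median score against the other list in full left, by construction, fewer intervals that could be counted. H3K4me1 gains were 522, 2348, 2194 and 1629 and losses 1802, 5264, 3647 and 4543 at W1, W2, W6 and W12. H3K27ac gains were 1717, 2107, 2407 and 5054 and losses 1883, 1892, 1718 and 3975. In culture gains and losses were 10752 and 5359 with WT, 3513 and 2211 with ΔHMG-SOX9, and 6923 and 3183 with ΔTA-SOX9.

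The ratio of H3K27ac losses to gains crossed 1 in several settings. At W1 (0.843 as reported) it was 1.43 above the median score of each list, 1.01 with equal lengths and 1.10 with intervals above the median against the other list in full. At W2 (1.002) it was 0.909 with equal lengths and 0.898 with intervals above the median against the other list in full. It was 1.02 at W6 with nearby peaks joined. At W12 only equal lengths took it past 1 (1.06), and in culture only equal lengths did so for ΔHMG-SOX9 (from 0.769 to 1.02), both near balance by construction. Leaving out chromosomes X and Y changed no count by more than 1.5 times.

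The Jaccard index of D0 and W2 above the median score was 0.519 for H3K4me1 and 0.437 for H3K27ac. The higher persistence of W1-only H3K4me1 domains kept its direction in every setting: the difference from D0-only domains was 33.2 points at W2, 26.6 at W6 and 8.78 at W12 above the median score, and 36.9, 29.8 and 18.7 with equal lengths. For H3K27ac the difference at W2 was 6.73 with 50% overlap, 11.8 above the median score and 12.7 with equal lengths. At W6 it changed sign to -5.00 above the median score and was 3.45 with equal lengths, and at W12 it was -7.94 and -1.72.

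The share of W2-first H3K27ac peaks in H3K4me1 domains was 82.1% at D0 and 86.0% at W1 above the median score, and 82.1% at D0 with equal lengths. The median H3K4me1 width at W2 was 4400 bp above the median score, 3000 bp with equal lengths and 3600 bp among domains shared by every time point. The fixed D0 domains wider at W2 were 45.7% above the median score and 47.4% with equal lengths.

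Distal shares kept their order, with constant intervals below W2 gains for both marks. For constant H3K4me1, W2-gained H3K4me1, constant H3K27ac and W2-gained H3K27ac they were 50.8%, 77.6%, 22.9% and 71.6% above the median score, 63.3%, 92.2%, 37.8% and 86.1% beyond 1000 bp, and 40.3%, 69.1%, 21.05% and 53.2% beyond 10000 bp. With equal lengths H3K4me1 had 56.3% and 86.9%.

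Shared losses stayed above the draws in every setting. The ratios for WT with ΔHMG-SOX9 were 1.24 with 50% overlap, 1.21 above the median score, 1.22 with equal lengths, 1.49 with strata of score only and 2.48 without strata. For WT with ΔTA-SOX9 they were 1.13 with equal lengths, 1.38 with strata of score only and 2.18 without strata. For ΔHMG-SOX9 with ΔTA-SOX9 they were 1.52 with 50% overlap, 1.45 above the median score, 1.48 with equal lengths, 1.92 with strata of score only and 3.38 without strata. Simulated independent losses gave 1.34 without strata, so part of the higher ratio there comes from weak domains that are lost with every variant. Adding width to strata of score lowered the ratios, for example from 1.49 to 1.25 for WT with ΔHMG-SOX9. Differences in width or score within strata are therefore not excluded as a part of the remaining excess.

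The share of culture domains on skin gains was highest for WT gains in every setting, at 10.8% with 50% overlap, 9.62% above the median score and 14.2% with equal lengths. Constant domains had 5.85% above the median score and 7.66% with equal lengths, ΔHMG-SOX9 gains 4.59% and 7.16%, and ΔTA-SOX9 gains 4.40% and 6.74%. In both settings the ΔHMG-SOX9 and ΔTA-SOX9 gains changed from above to below the constant domains.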

Other observations

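Among the tests in this part, those of sequencing depth, the q-value limit and scattered background at W12, of list length as the reason for the closeness of ΔTA-SOX9 to WT, of different peak callers and of the *Sox9* coding sequence were chosen only after the result was seen. The patterns were found and tested on the same lists, and each explanation is a hypothesis.

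H3K4me1 domains called at W1 and not at D0 were found again at W2 more often than the reverse, by 40.5 percentage points. With lists of equal length the difference was 36.9 points, which argues against the longer D0 list as its cause. Before matching, the median width was 1400 bp for D0-only and 1800 bp for W1-only domains. D0-only domains were then matched to W1-only domains in width and in rank within their lists. After matching, 66.1% of the W1-only and 27.8% of the D0-only domains were found, a difference of 38.3 points. This argues against a lower rank of D0-only domains within their list. An equal rank in lists of different length and unknown depth is not an equal strength, so a difference in strength or in depth stays open. Persistence of marks laid down within a week of SOX9 induction may account for part of the pattern. A library effect shared by the induced lists and absent from D0 stays open, since no list per replicate was analysed here.

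The W12 H3K27ac list resembled the other H3K27ac lists least. Lower depth is argued against by its background pileup of 0.412, which was above the 0.299 of W1. The peak names of this list carry a tag that the other 4 lists lack. A looser q-value limit is argued against by its largest q-value of 0.0428, against 0.0409 to 0.0498 in the other lists, but another control or another setting of the caller stays open. Weak peaks are argued against by the 10000 top-scoring peaks of each list, among which the mean Jaccard index with W12 was 0.330 (range 0.314 to 0.350) and that of the other 6 pairs 0.460 (0.438 to 0.499). A wrongly assigned library at W12 could not be excluded. Of the W12 peaks 73.9% lay in W12 H3K4me1 domains, but 75.1% lay in W6 domains, and per Mb covered these lists were nearly equal (0.274% and 0.275%). The higher share in W6 domains is not particular to W12, since it was also seen for W1 peaks (94.6% against 94.1% in their own domains) and W2 peaks (96.7% against 96.3%). Among the 10000 top-scoring W12 peaks 87.1% lay in W12 domains and 90.9% in W6 domains, so lower-ranked peaks carry part of the low share. The W12 domains held the smallest share of the top-scoring peaks of every H3K27ac list, so this order does not decide on a wrongly assigned library. In the other lists, 94.1% to 97.4% of the H3K27ac peaks lay in the H3K4me1 domains of their own time point. The grafting of W12 skin and the later stage of the cells stay open as well, since the design separates neither from the other.

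Peaks first called at W12 had an unusual place. Of 13856 such peaks, 5838 (42.1%) lay outside the H3K4me1 domains of all 5 lists, against 4.30%, 3.13% and 3.21% of peaks first called at W1, W2 and W6. Of these 5838 peaks, 91.7% (95% confidence interval 91.0 to 92.4%) were over 2500 bp from a start site. Among 58990 random positions outside the same domains the share was 91.5%. Of all peaks outside the domains, whenever first called, 64.7% were distal at D0, 69.2% at W1, 65.6% at W2 and 58.7% at W6, against 88.8% at W12, where most were W12-first peaks. Of the peaks outside the domains that were first called at W1, W2 and W6, 87.2% (84.2 to 89.8%), 90.9% (86.5 to 94.3%) and 84.3% (78.1 to 89.3%) were distal. Only the W2 share, from 232 peaks, could not be told from that of random positions. Scattered background called as peaks at W12 may thus account for these peaks, but newly called peaks of other time points came near the same share, and it could be neither excluded nor established. Another calling setting at W12, tissue from the graft host and regions with H3K27ac and no H3K4me1 stay open and were not tested.

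In culture, ΔTA-SOX9 gained nearly as many domains as WT SOX9 (31867 and 33788), and its list was the longest. With lists of equal length ΔTA-SOX9 gained 24125 domains, WT SOX9 30723 and ΔHMG-SOX9 19016, so that list length alone is argued against for the excess over ΔHMG-SOX9. The closeness to WT was less stable: the gains with ΔTA-SOX9 were 94.3% of those with WT in the full lists and 78.5% at equal length, so that the longer list may account for part of it. Above the median score of each list the gains were 20703 with ΔTA-SOX9 and 20893 with WT. Counting intervals above the median score against the other list in full gave 6923 and 10752, so the closeness depended on the processing. An effect of the ΔTA variant may remain, but its cells had no list without DOX of their own here, and a difference between transduced lines stays open.

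The domains of cultured cells were spread over chromosomes differently from those of skin. On 14 of 19 autosomes the range of the share of covered bases over the 4 culture lists lay apart from the range over the 5 H3K4me1 lists of skin. Among autosomes chromosome 18 had the highest ratio of culture to skin (4.28% and 3.30%), and chromosomes 6 and 2 followed with ratios of 1.21 and 1.16. The ratio was 1.26 for X and 2.70 for Y, which took 0.00983% in culture. The 3 autosomes averaged 6.52% in culture and 5.41% in skin H3K4me1. In the H3K27ac lists of skin, called with MACS2, they averaged 5.24%. Different callers stay open nonetheless, because how the culture lists were called is unclear and the mark compared is another one. An altered chromosome copy number in the cultured cells may be the cause and could not be excluded or established. Of the 10 Mb windows on these chromosomes 88.6% (39 of 44) lay above the genome median of the ratio, all 10 on chromosome 18, but they were chosen by that same ratio, so that most of their windows had to lie above it and the test decides nothing. On chromosomes 13, 14, 16 and 17 only 1 window each lay above the median. The biological difference between cultured and resident cells stays open and was not tested.

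Intervals at *Sox9* ended at the stop codon. In the reference the sequence from 112785490 to 112785519 of chromosome 11 is ACACAGCTCACCAGACCCTGAGAAGAGAAA, and the last base of the stop codon is 112785510. In 6 of the 8 lists of skin H3K27ac and of cultured cells whose construct holds the C-terminal end of the coding sequence, an interval ended within 10 bp of that base. The exceptions were W12, where the nearest end lay at -611 bp relative to it, and WT SOX9 in culture, at -23 bp. With ΔTA-SOX9, which lacks the C-terminal end, the nearest end was 257 bp beyond it. The H3K4me1 domains of skin, called in bins of 200 bp, ran past the stop codon in all 5 lists, at W1 only to the end of the bin that holds it (112785600). Other coding genes had an interval end so close to their stop codon in at most 0.438% of cases in any list. The pattern is consistent with reads from the *Sox9* coding sequence of the transgene or vector aligned to the native gene, where the neighbouring untranslated sequence takes no such reads. Marks at *Sox9* may thus belong in part to the introduced copies, at D0 and without DOX too. The H3K27ac intervals of W1, W2 and W6 also ran over the introns and began before the coding sequence. A coding sequence alone does not hold those parts, so reads from the native gene are not excluded. No biological explanation was tested.

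SOX, GATA and RUNX sites were counted to ask which factors the changing H3K27ac peaks might bind. The SOX consensus was 1.31 times as dense in peaks first called at W2 as in peaks lost by W2, the 92.8 percentile among words of the same GC content and within their spread. In culture the ratio of gained to lost domains was 1.48 with WT SOX9 (98.7 percentile), 0.976 with ΔHMG-SOX9 (59.1) and 0.984 with ΔTA-SOX9 (27.4). SOX9 binding at gained regions may thus account for the culture values, while the skin value alone leaves it open. For GATA sites in W2-first peaks relative to lost peaks the ratio was 1.10, at the 20.5 percentile. Words of the same GC content lay between 1.03 and 1.43 (5th and 95th percentiles). The GATA ratio was thus in the lower part of their spread but within it, and a loss of GATA-bound regions was neither seen nor excluded. RUNX sites in peaks first called at W6 relative to W1 had a ratio of 0.962, at the 63.1 percentile and within the spread of such words. Late RUNX binding was thus neither seen nor excluded. The study drew its GATA and RUNX results from ATAC-seq peaks, by motif enrichment and footprints. Those are other regions and other measures, which the counts given here do not address.

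AP1 sites went opposite ways in culture. Counted on both strands, the AP1 consensus is itself among the 2240 words of its GC content. Its density in gained over lost domains was 0.511 with WT SOX9, below every other word. The ratio was 1.29 with ΔHMG-SOX9 and 1.83 with ΔTA-SOX9, each at the 99.96 percentile and above every other word. Lost domains with WT SOX9 held 0.468 sites per kb and gained domains 0.239. With ΔTA-SOX9 lost domains held 0.273 and gained domains 0.498. No explanation of these values was tested.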
